A study of Mus musculus with 23 samples.

How the data were processed

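The series holds 23 samples from Mx1-Cre mice with floxed Jarid2 or floxed Ezh2 alleles and their Controls. Droplet gene-expression libraries of c-Kit-positive, Sca1-positive, lineage-negative (KSL) bone marrow cells make up 11 samples, antibody libraries of the same baseline cells make up 6, and H3K27me3 CUT&Tag samples make up the remaining 6. The CUT&Tag samples were not analysed here, and 1 gene called in baseline Jarid2 KO is not reported here. The baseline experiment has 6 gene-expression libraries from untransplanted mice 2 months old, with 1 male (replicate 1) and 1 female (replicate 2) in each of Control, Ezh2 KO and Jarid2 KO. The transplant experiment has 5 libraries of donor KSL cells sorted 18 weeks after transplantation of 500000 donor cells together with competitor marrow: 1 Control, 2 Ezh2 KO and 2 Jarid2 KO. The labels give no sex for the transplant libraries.

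The deposited values are raw UMI counts per feature and cell barcode, and whole numbers were checked in every matrix. Per the file headers these counts came from Cell Ranger 7.2.0 at baseline and from Cell Ranger 6.1.2 after transplantation. The genome build, the annotation, the strand rule and the handling of intronic reads are not given in the sources used here. The feature tables list 32285 genes, 78 of which share a symbol with another gene, and baseline matrices add 6 antibody features: CD150, CD117, CD48, CD201, CD135 and a streptavidin-PE tag that reads biotinylated Sca1 antibody. The same antibody features are listed in the transplant matrices.

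Of 97066 deposited barcodes, 73310 were kept (46839 baseline and 26471 transplant). A barcode was kept with at least 1000 UMIs, at least 500 detected genes and at most 10% mitochondrial UMIs. Between 2.82% and 5.82% of barcodes exceeded the mitochondrial limit in baseline libraries, against 25.7% to 43.4% in transplant libraries. Predicted doublets were then removed by their Scrublet score, computed per library. The automatic threshold marked between 2 and 211 cells per library, so the cells with the highest scores were marked instead, up to the expected share of 0.8% per 1000 barcodes. This choice was made after the automatic threshold had been seen, and it removed 6.13% to 8.30% of cells. Kept UMIs per library ranged from 83956300 to 126346471 at baseline and from 67533820 to 111346978 after transplantation, and the median kept cell held 10751 to 12665 and 11760 to 17610 UMIs. Counting alone gives a gene at 10 CPM (counts scaled to a common library total) a relative SD of 2.81% to 3.45% in baseline and 3.00% to 3.85% in transplant libraries. Replicates spread further than counting: the chi-square per degree of freedom between the libraries of one group ran from 35.6 to 287.

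Cells are not replicates, so raw counts were summed over the kept cells of each library. Libraries were compared with edgeR 4.0.16 quasi-likelihood tests (two-sided) on TMM-normalised counts after filterByExpr, with Benjamini-Hochberg (BH) adjustment and a false discovery rate (FDR) threshold of 0.05. The baseline fit had genotype and sex as terms, the transplant fit had genotype alone, and a fit over both experiments had genotype and experiment. A further fit tested the genotype by experiment interaction. The single transplant Control library is assumed to vary like the knockout libraries, which alone give the spread there. Contrasts were Jarid2 KO minus Control, Ezh2 KO minus Control and Jarid2 KO minus Ezh2 KO. With 2 libraries against 2, an exact two-sided permutation test cannot go below a p of 0.333.

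The text names Jarid2 and Ezh2, the sex genes, 16 further genes (Ezh1, Eed, Suz12, Mycn, Runx1t1, Cdkn2a, Hmga2, Lin28b, Igf2bp2, Igf2bp3, Hoxa9, Meis1, Gata2, Flt3, Mpo and Procr), and for each contrast of each fit up to 5 genes with the largest fold changes. Those had to pass the FDR threshold, reach a mean of 10 CPM, carry an established symbol and have CPM values of the compared groups that did not overlap. Jarid2, Ezh2 and the 16 further genes form the list of 18 that is also adjusted alone. The 10 fixed gene lists (HSC, megakaryocyte, erythroid, myeloid, lymphoid, cycling, developmental, fetal, interferon and stress) were tested with camera in limma 3.58.1 at a preset correlation of 0.01, for lists with at least 5 tested genes. BH adjustment ran over the 30 tests of a fit. The first 6 lists double as cell markers.

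Cell classes were found in the Control cells of each experiment with scanpy 1.11.5 and leidenalg 0.10.2. Counts were scaled to 10000 UMIs per cell, and 2000 variable genes without Xist, Y-linked, mitochondrial, ribosomal protein and the targeted genes went into 30 principal components, 15 neighbours and Leiden clustering. Every cell then took the class of its nearest Control cells. A cluster was named from 11 fixed marker lists when at least 3 markers were 1.5-fold higher and detected in 10% of its cells, with a median log2 fold of at least 0.5, and names carry the suffix "-like". The resolution of 0.5 replaced an initial 1 after the cluster names had been seen and before any share was tested, and at that step clusters with a median UMI count under 33.3% of the library median were set to stay unnamed. Baseline gave 18 clusters (7 unnamed) and transplant 13 (5 unnamed), merged into 16 and 11 classes. The lists for dendritic, basophil or mast, T or NK and B cells named clusters in at least 1 experiment, while the mature neutrophil list named none. Class shares were tested with edgeR on cell numbers, with total cells as library size. Expression within classes was tested where every library of the experiment had at least 100 kept cells, in 8 baseline and 7 transplant classes.

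The likeness of the Jarid2 KO and Ezh2 KO effects was described by Pearson's r and Spearman's rho over genes of at least 10 CPM, beside 20 simulations in which neither knockout changed any gene. These simulations drew each gene independently. Antibody counts were summed per library and tested with edgeR over 18 tests, with the antibody total as library size. That size was not fixed in advance, so TMM factors, the cell number and the gene-expression UMIs were run as well.

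The groups, comparisons, gene lists, naming rule and a first set of alternatives were fixed before the data were examined. That set held DESeq2 1.42.0, upper-quartile factors, other filters on low counts and on cells, doublets kept, thinning to the shallowest library, leaving out each library in turn, fits without sex or with only the compared groups, a replicate block in the transplant experiment, fry and an estimated correlation for the lists, other clusterings and other tests of the shares, and other CPM minimums (1 and 50) and prior counts (0.125 and 2) for the likeness. Alternatives added afterwards were male cells only in the transplant experiment, a sex term for the baseline libraries in the fits over both experiments (0 for all transplant libraries), clustering without the called genes, and all alternatives of the antibody comparison.

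The procedure was tested on simulated data in which 200 genes were changed by 1 or 2 on the log2 scale in the Jarid2 KO libraries. edgeR recovered 200 of 200 at baseline, 193 and 196 in the transplant contrasts, 195 and 196 over both experiments, and 153 and 168 in the interaction. The false share of edgeR calls was 6.54% and 9.50% at baseline, 13.1% (29 of 222) and 14.0% (32 of 228) in the transplant contrasts, 2.99% and 7.11% over both experiments, and 5.56% and 4.00% in the interaction, so it passed the threshold of 0.05 most in the transplant contrasts. In a baseline simulation, a shared effect with a true r of 1 gave an r of 0.944. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and R 4.3.3 were used.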

Results

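The series asks how loss of the Polycomb repressive complex co-factor Jarid2 differs from loss of its catalytic subunit Ezh2 in blood stem and progenitor cells. Comparisons rest on 6 baseline libraries from untransplanted mice and 5 libraries of donor cells recovered after transplantation, with 4354 to 9208 kept cells each. Sex differed between transplant groups. Cells with Xist UMIs and no Y-linked UMI made up 59.5% of the transplant Control library (exact binomial 95% interval 58.0% to 60.9%) and 48.3% (46.9% to 49.7%) and 49.9% (48.5% to 51.3%) of the Jarid2 KO libraries. Both Ezh2 KO libraries held 0.0163% (0.00041% to 0.0906%) and 0.0511% (0.0105% to 0.149%) of such cells by the same exact binomial interval. The male baseline libraries, as background, had 0.0297% to 0.0572%. The median kept cell held 10751 to 12665 UMIs in baseline and 11760 to 17610 in transplant libraries.

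Ezh2 stood at 201 ± 11.1 CPM (mean ± SD) in baseline Control, 155 ± 10.3 in Ezh2 KO and 194 ± 4.90 in Jarid2 KO libraries. After transplantation it stood at 184 CPM in the 1 Control library, 43.0 ± 5.82 in Ezh2 KO and 178 ± 10.2 in Jarid2 KO. The edgeR change in Ezh2 KO was -0.33 (log2, SE 0.06, FDR 0.0599) at baseline and -2.18 (SE 0.13, FDR 0.000729) after transplantation, lower in both Ezh2 KO libraries of each experiment. DESeq2 moved this result most, calling the baseline fall as well (-0.32, adjusted p 8.3e-04). Jarid2 was not lower in Jarid2 KO: it stood at 154 ± 6.33, 138 ± 4.64 and 210 ± 7.58 CPM in baseline Control, Ezh2 KO and Jarid2 KO, and at 38.4, 43.6 ± 3.08 and 57.3 ± 0.133 CPM after transplantation. The change in Jarid2 KO against Control was 0.46 (FDR 0.0914) and 0.53 (FDR 0.195) by edgeR, higher in both knockout libraries each time, and DESeq2 called both (adjusted p 1.25e-10 and 0.0312). Within classes edgeR called it higher in Jarid2 KO in 5 of the 8 baseline classes (log2 0.44 to 0.84, FDR 8.40e-04 to 0.00895) and in transplant lymphoid-like cells (1.15, FDR 0.0488). Against Ezh2 KO, Jarid2 was higher in Jarid2 KO by 0.58 (FDR 0.0134) and 0.43 (FDR 0.0313), edgeR. A 3′ tag reads the end of a transcript and does not check a deletion, and the labels do not name the exons removed. Baseline and transplant libraries also differ in counting software, so a difference in level between the experiments is not interpreted here.

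**Figure D1:**
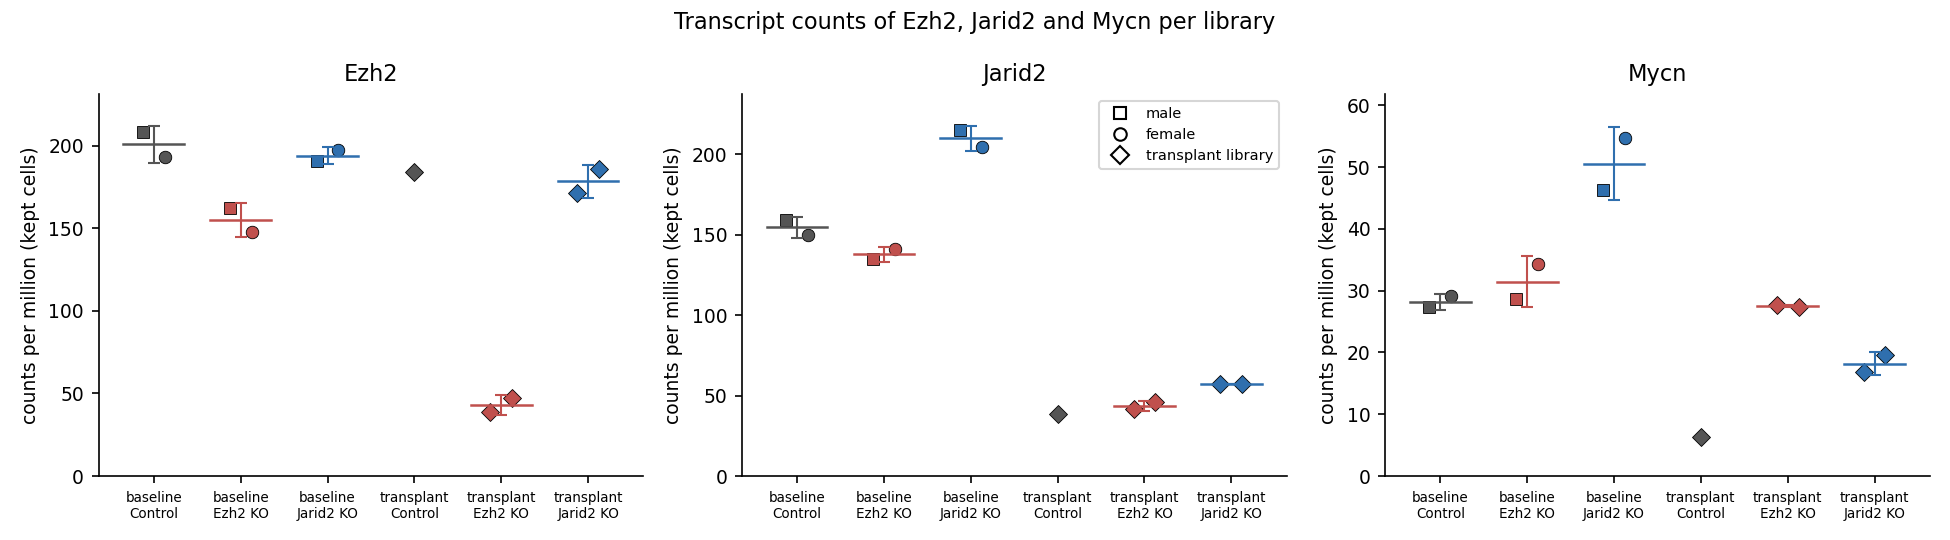
CPM (vertical axes) of targeted genes in each gene-expression library, by genotype and experiment; points are libraries (squares male, circles female, diamonds transplant), lines are means and bars are SDs. Ezh2 in the transplant Ezh2 KO libraries averages 43.0 CPM against 184 in Control, while Jarid2 is highest in Jarid2 KO, at 210 CPM at baseline and 57.3 CPM after transplantation.

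At baseline edgeR tested 18196 genes and called 5 in Jarid2 KO against Control (all 5 higher), 657 in Ezh2 KO (531 higher, 126 lower), and 1114 between the knockouts (287 higher and 827 lower in Jarid2 KO). In 5 simulations without any effect 0 to 6 genes were called in Jarid2 KO and 1 to 4 in Ezh2 KO, so the number of Jarid2 KO calls is no more than such simulations gave. At an unadjusted p under 0.05, however, edgeR had 2092 genes in Jarid2 KO, against 797 to 864 in the simulations. The simulations drew each gene independently, which can make that range too narrow. By ratio, the alternative that moved the Ezh2 KO count most was leaving out the sex term, which called 25, and DESeq2 called 1370. For Jarid2 KO it was DESeq2, which called 249. Jarid2 KO calls numbered 76 without the male Control library, 42 without the female, 9 and 8 without the male or female Ezh2 KO, 14 without the male Jarid2 KO and 2 without the female. Ezh2 KO calls fell to 330 without the female Control and 103 without the male Ezh2 KO library. Between the knockouts, calls fell to 264 without the male Ezh2 KO, 101 without the male Jarid2 KO and 333 without the female Jarid2 KO library. The Jarid2 KO calls included Stab2 (log2 4.28, FDR 0.00615), Icos (2.26, FDR 0.0455), Mycn (0.86, FDR 0.0391) and Inpp4b (0.74, FDR 0.0336), all by edgeR. Icos falls outside the naming rule and was named after its values were seen. Mycn (0.90 and 0.82, FDR 0.0616 and 0.195) and Inpp4b (0.76 and 0.71, FDR 0.0616 and 0.195) lost their edgeR calls without the male or the female Jarid2 KO library. Stab2, Icos or both lost the call as well without the female Jarid2 KO library. Mycn also lost its call among genes of at least 10 CPM (0.86, FDR 0.0605) and with Ezh2 KO left out of the fit (0.86, FDR 0.0548).

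The genes named by rule in baseline Ezh2 KO were Iglc1 (3.49), Tmem108 (3.00), Rnase12 (2.97), Sdk1 (2.94) and Vpreb2 (2.23, all log2), each higher in both Ezh2 KO libraries than in both Controls with an edgeR FDR of 0.00228 to 0.0468. Between the knockouts they were Stab2 (3.92), Rnase12 (-3.21), Sdk1 (-2.96), Tmem108 (-2.85) and Vpreb2 (-2.71), with an edgeR FDR of 0.00257 to 0.0300. Without the male Ezh2 KO library the call was lost for Tmem108 (2.96 and -2.83, FDR 0.0702 and 0.0555, against Control and between knockouts), for Rnase12 against Control (3.31, edgeR FDR 0.0604) and for Vpreb2 (2.39 and -2.85, FDR 0.122 and 0.0766). Vpreb2 also lost both calls without the female Ezh2 KO library (2.10 and -2.57, edgeR FDR 0.0817 and 0.0597). Without the male Jarid2 KO library Rnase12 (-2.90, FDR 0.0893) and Vpreb2 (-2.20, FDR 0.102) lost the edgeR call between knockouts. Iglc1 lost its call with doublets kept (3.39, edgeR FDR 0.0950) and without a cell filter (3.41, FDR 0.0905). Without the sex term edgeR called neither Mycn nor Inpp4b in Jarid2 KO, and in Ezh2 KO none of Tmem108, Rnase12, Sdk1 and Vpreb2 (FDR 0.0600 to 0.231). Only 1 of the 5 Jarid2 KO calls stayed in that fit, so Stab2, Icos or both were lost as well. The fold changes named here are over all cells, and B-like cells had a higher mean share in baseline Ezh2 KO, which was not called. For the genes named in Ezh2 KO, a change within cells is not separated here from a change in the mix of classes. Vpreb2 has a near-identical relative (Vpreb1), and Iglc1 has related genes (Iglc2 and Iglc3). How reads were assigned among such genes is not given, so the values of Vpreb2 and Iglc1 are uncertain.

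After transplantation 15735 genes were tested, and edgeR called 58 in Jarid2 KO against Control (36 higher, 22 lower), 778 in Ezh2 KO (543 higher, 235 lower) and 1930 between the knockouts (705 higher and 1225 lower in Jarid2 KO). Restricting the test to genes of at least 10 CPM lowered these to 12, 163 and 438, and male cells only gave 7, 311 and 1202. The male cells numbered 800 in Control, 4525 and 4026 in Ezh2 KO and 1391 and 1618 in Jarid2 KO. Calls lost with male cells only can therefore also reflect fewer cells. Leaving out Ezh2 KO replicate 1 gave 113, 513 and 1117 calls. Without Ezh2 KO replicate 2 the Ezh2 KO contrast gave 516 and the contrast between knockouts 1129, and without Jarid2 KO replicate 1 the Jarid2 KO contrast gave 102. In Jarid2 KO the rule named Gdpd3 (-2.46), Ighm (2.31), Ebf1 (2.27), Igf2r (2.26) and Ccr9 (2.23), with an edgeR FDR of 0.0104 to 0.0429, both knockout libraries lying on the same side of the single Control. With male cells only, Ebf1 (2.33, FDR 0.510), Gdpd3 (-2.57, FDR 0.0854) and Ighm (1.91, FDR 0.0854) were not called by edgeR. These 3 were also not called with a strict cell filter or among genes of at least 10 CPM (FDR 0.0515 to 0.170), nor Ebf1 and Ighm with doublets kept or no cell filter (FDR 0.0639 to 0.114). In Ezh2 KO the rule named Xist (-13.06), Mab21l2 (9.21), Cd79a (6.01), Vpreb3 (5.75) and Mzb1 (5.60), with an edgeR FDR of 0.00013 to 0.0136. Mzb1 was not called with male cells only (5.57, edgeR FDR 0.0812). Lymphoid-like cells also had a higher share in transplant Ezh2 KO. For Cd79a, Vpreb3 and Mzb1, a change within cells is not separated here from that change in the mix of classes. Xist follows the sex of the cells described above. Between the knockouts Xist (12.74), Iglc1 (9.31), Mab21l2 (-7.39), Bex4 (-5.39) and Tsix (5.20) were named, with an edgeR FDR of 3.79e-05 to 0.0339. Tsix lies antisense to Xist and the counting strand is not given, so its value is uncertain. Iglc1 counts were 6706 and 233 in the Jarid2 KO libraries and 12 and 0 in the Ezh2 KO libraries, and its call was lost without Ezh2 KO replicate 2 (8.50, edgeR FDR 0.0977) and among genes of at least 10 CPM (FDR 0.0707).

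Over both experiments together (17846 genes) edgeR called 0 genes in Jarid2 KO against Control, with 1108 at an unadjusted p under 0.05 and 79 by DESeq2. It called 501 in Ezh2 KO (348 higher, 153 lower; 143 among genes of at least 10 CPM) and 1318 between the knockouts (499 higher and 819 lower in Jarid2 KO). This fit has no sex term. With a sex term for the baseline libraries, added after the data had been seen, the edgeR counts were 1, 690 and 1507. Jarid2 KO calls numbered 2 without transplant Ezh2 KO replicate 1. Ezh2 KO calls fell to 162 without the female baseline Control, 231 without the male baseline Ezh2 KO, 87 without the transplant Control, and 205 and 248 without transplant Ezh2 KO replicate 1 or 2. Between the knockouts they fell to 818 and 767 without the male or female baseline Jarid2 KO, 523 and 639 without transplant Ezh2 KO replicate 1 or 2, and 535 and 827 without transplant Jarid2 KO replicate 1 or 2. The rule named Vpreb3 (3.09), Vpreb2 (2.99), Tmem108 (2.94), Vpreb1 (2.67) and Gfra2 (2.57) in Ezh2 KO, with an edgeR FDR of 0.00591 to 0.0498 and all 4 knockout libraries above the Controls of their experiment. Of these, Tmem108 was called without any 1 library, whereas the call of each of the others was lost without any 1 library except the male baseline Control or the female baseline Ezh2 KO; the edgeR FDR was highest without the transplant Control for Vpreb2 (2.37, FDR 0.149), Vpreb1 (2.03, FDR 0.131) and Gfra2 (2.11, FDR 0.204), and without the female baseline Control for Vpreb3 (2.89, FDR 0.130). Between the knockouts Vpreb2 (-3.44), Vpreb3 (-3.30), Igll1 (-3.02), Gfra1 (-3.02) and AA467197 (-2.97) were named, with an edgeR FDR of 0.00273 to 0.0149. Igll1 lost its call without transplant Jarid2 KO replicate 1 (-2.94, edgeR FDR 0.0556). For Igll1 and the Vpreb genes, a change within cells is again not separated from a change in the mix of classes.

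Whether a knockout's effect differed between the experiments was tested directly, over 18927 genes. edgeR called 68 genes for Ezh2 KO against Control (49 with a higher change after transplantation, 19 lower), 438 between the knockouts (137 higher, 301 lower) and 0 for Jarid2 KO against Control (963 at an unadjusted p under 0.05; 55 by DESeq2). By ratio, and with all libraries kept, DESeq2 moved the Jarid2 KO count most. Male transplant cells only moved the Ezh2 KO count most (15, against 274 by DESeq2). The limit of at least 10 CPM moved the count between the knockouts most (151, against 908 by DESeq2). With a sex term for the baseline libraries, added after the data had been seen, edgeR called 4 genes for Jarid2 KO, 142 for Ezh2 KO and 886 between the knockouts, so the 0 for Jarid2 KO depends on leaving sex out. The Ezh2 KO count was 42 without the male baseline Control, 25 without the male baseline Ezh2 KO, 36 without either baseline Jarid2 KO, and 12 and 25 without transplant Ezh2 KO replicate 1 or 2. Between the knockouts it was 126 and 252 without the male or female baseline Ezh2 KO, 152 and 131 without the male or female baseline Jarid2 KO, 156 and 211 without transplant Ezh2 KO replicate 1 or 2, and 224 and 180 without transplant Jarid2 KO replicate 1 or 2. For Jarid2 KO against Control it was 2 without the female baseline Jarid2 KO and 1 without transplant Jarid2 KO replicate 2. Ezh2 was among the genes called (-1.86, FDR 0.00286 for Ezh2 KO against Control, edgeR).

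Calls were partly shared. Of the genes tested in both experiments, 603 baseline and 773 transplant Ezh2 KO calls had 179 in common, 175 of them in the same direction. Baseline and transplant calls between the knockouts had 381 in common (352 in the same direction), and those of Jarid2 KO against Control had 1. After transplantation 40 of the 58 Jarid2 KO calls were also Ezh2 KO calls, 34 of them in the same direction, where 5 simulations without any effect called 4 to 13 in Jarid2 KO and shared 1 to 5. The shared part was 69.0% of the Jarid2 KO calls, against at most 41.7% in the simulations. Those had only 6 to 13 Ezh2 KO calls, and the 1 Control library enters both contrasts, so the sharing is not read as a shared effect. At baseline 2 calls were shared, 1 in the same direction. Across 9140 baseline genes, the Jarid2 KO and Ezh2 KO effects had a Pearson's r of 0.159 and a Spearman's rho of 0.228. Simulations without any effect gave a mean r of 0.498 (0.408 to 0.653), because both contrasts share their Control libraries. After transplantation r was 0.325 and rho 0.321 over 8096 genes, against a simulated r of 0.680 (0.654 to 0.711). Where no Control was shared (7858 genes), r was 0.0963 for baseline Jarid2 KO against transplant Ezh2 KO, 0.259 for the reverse, 0.237 for Jarid2 KO and 0.439 for Ezh2 KO across experiments, and rho was 0.0567, 0.0161, 0.123 and 0.283; simulated r stayed between -0.0383 and 0.0476. Genes are not independent replicates, so no p is given for these 6 correlations. The simulations leave out spread shared among genes, so their ranges are no test of chance either. A minimum of 50 CPM moved the Ezh2 KO r across experiments most, to 0.118, and crossing the sexes of the libraries moved the baseline r to -0.128. The baseline r was 0.397 without the male Control, 0.365 without the female Control, 0.332 without the male Jarid2 KO and -0.0510 without the female Jarid2 KO library. The transplant r was 0.141 without Ezh2 KO replicate 1. Among the others, baseline Jarid2 KO against transplant Ezh2 KO moved between -0.0855 (without the female baseline Control) and 0.243 (without the male), and Jarid2 KO across experiments between 0.0482 and 0.369 (without transplant Jarid2 KO replicate 1 or 2).

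Of the 18 genes listed in advance, edgeR called 1, 3 and 6 at baseline (Jarid2 KO against Control, Ezh2 KO against Control, and between knockouts) when adjusted over all genes, and 5, 10 and 8 when adjusted over the list alone. After transplantation 2, 7 and 8 were called, and 4, 10 and 9 when adjusted over the list alone. Over both experiments the counts were 0, 5 and 5, against 3, 8 and 7, and for the interaction 0, 2 and 3, against 0, 4 and 4. Mycn rose in Jarid2 KO after transplantation (1.46, FDR 0.0124; 0.0788 with male cells only) and more in Ezh2 KO (2.03, FDR 0.000729), with -0.57 between the knockouts (FDR 0.00975; -0.53, FDR 0.0669 without Ezh2 KO replicate 1, all edgeR). At baseline Mycn in Ezh2 KO changed by 0.20 (edgeR FDR 0.102) over all cells. Within the 7 baseline classes where it was tested, edgeR called it higher in Ezh2 KO in 4 (0.52 to 1.18, FDR 0.00129 to 0.0246), with -0.30 (FDR 0.493) in megakaryocyte-like cells, and in Jarid2 KO in 6 (0.73 to 1.34, FDR 0.000712 to 0.0324). Cdkn2a was higher in both Ezh2 KO libraries at baseline (5.82, edgeR FDR 0.00228). After transplantation it had 0 counts in Control and 650 in Ezh2 KO, at least 76.3-fold higher against a floor of 3 counts over the group. Hmga2 was higher in both Ezh2 KO libraries at baseline (1.44, edgeR FDR 0.00735) and after transplantation (2.80, FDR 0.00035), and in both transplant Jarid2 KO libraries (1.31, FDR 0.0124; 1.01, FDR 0.105 with male cells only). Igf2bp3 rose in Ezh2 KO (0.78, FDR 0.0224 and 1.42, FDR 0.0393, edgeR); the baseline call was lost without the male Ezh2 KO library (0.72, edgeR FDR 0.0569) and the transplant call with male cells only (FDR 0.148) or no cell filter (0.94, FDR 0.142). Lin28b had 0 counts in the transplant Jarid2 KO and 108 in the Ezh2 KO libraries, at least 33.4-fold lower against the same floor. Meis1 was lower in both transplant Ezh2 KO libraries (-0.59, edgeR FDR 0.0390), a call lost without Ezh2 KO replicate 1 (-0.54, FDR 0.229) or 2 (-0.64, FDR 0.136). At baseline it was higher in both Jarid2 KO than in both Ezh2 KO libraries (0.28, edgeR FDR 0.0393), lost without the male Ezh2 KO (0.24, FDR 0.104), the male Jarid2 KO (0.24, FDR 0.304) or the female Jarid2 KO (0.33, FDR 0.162). Mpo was higher in both transplant Jarid2 KO than in both Ezh2 KO libraries (0.65, edgeR FDR 0.0496), lost without the Control (0.65, FDR 0.0526) or Ezh2 KO replicate 1 (0.66, FDR 0.472) or 2 (0.65, FDR 0.435). Over both experiments Hoxa9 was called in Ezh2 KO (0.32, edgeR FDR 0.0412), and not without the transplant Control (0.27, FDR 0.233). Ezh1, Eed, Suz12, Runx1t1, Igf2bp2, Gata2, Flt3 and Procr were not called in any edgeR fit when adjusted over all genes.

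The 10 fixed lists gave 41 calls in 90 camera tests. Of these, 16 were also called by fry and 0 with an estimated correlation, where the lowest adjusted p was 0.305; that alternative moved the lists most. Lists called in Jarid2 KO against Control at baseline were megakaryocyte (median log2 change -0.34, FDR 0.0125, 1 of 9 genes higher) and fetal (0.47, FDR 0.000207, 10 of 11 higher), neither by fry. In Ezh2 KO they were megakaryocyte (-0.62), lymphoid (0.89), cycling (0.54) and interferon (0.23), with a camera FDR of 0.000238 or lower, interferon alone also by fry. Between the knockouts they were HSC (0.30), megakaryocyte (0.45), lymphoid (-0.99), cycling (-0.54), interferon (-0.32) and stress (-0.11), with a camera FDR of 0.0454 or lower, again with interferon alone also by fry. After transplantation 7 lists were called in Jarid2 KO against Control: lymphoid (0.48) and developmental (0.54), both also by fry, and HSC (-0.21), megakaryocyte (-0.76), erythroid (-0.30), myeloid (0.33) and interferon (-0.24). In Ezh2 KO 4 were called: lymphoid (1.40), developmental (0.54) and stress (0.48), all also by fry, and myeloid (-0.54). Between the knockouts 7 were called, and erythroid (-0.63), myeloid (0.92), lymphoid (-0.53), fetal (-1.49), interferon (-0.36) and stress (-0.35), but not megakaryocyte (-0.88), were also called by fry. Over both experiments 2, 4 and 5 lists were called, of which fry also called lymphoid (1.11) and interferon (0.17) in Ezh2 KO and interferon (-0.34) between the knockouts. The list median, mean and test differed in sign in 10 of the 90 tests, none past the FDR threshold. Lists that double as cell markers can also follow the mix of classes in these values over all cells.

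Leaving out 1 library changed several list calls. At baseline the Jarid2 KO megakaryocyte call was lost without the female Control (mean log2 change -0.03, FDR 0.4997), the male Jarid2 KO (-0.26, FDR 0.0529) or the female Jarid2 KO (-0.33, FDR 0.0546), by camera. Between the knockouts HSC was lost without the male Ezh2 KO (0.11, FDR 0.192) or the male Jarid2 KO (0.19, FDR 0.0669), stress without the same libraries (FDR 0.701 and 0.392), and megakaryocyte without the female Ezh2 KO (0.03, FDR 0.838) or the female Jarid2 KO (0.30, FDR 0.0871). After transplantation developmental was lost in Ezh2 KO without Ezh2 KO replicate 2 (FDR 0.0800) and in Jarid2 KO without Jarid2 KO replicate 1 (FDR 0.120), while HSC in Jarid2 KO (FDR 0.324) and megakaryocyte between the knockouts (FDR 0.0729) were lost without Jarid2 KO replicate 2. Over both experiments interferon in Jarid2 KO was lost without the male baseline Jarid2 KO (FDR 0.0541) or the transplant Control (FDR 0.310), stress in Ezh2 KO without the male baseline Ezh2 KO (FDR 0.0808) or the transplant Control (FDR 0.0981), and myeloid between the knockouts without any 1 of the 4 transplant knockout libraries (FDR 0.0844 to 0.167). The Jarid2 KO count there was 4 without the male baseline Control or the female baseline Jarid2 KO and 1 without the male baseline Jarid2 KO, and the Ezh2 KO count 7 without the male baseline Control. Baseline Jarid2 KO list counts rose from 2 to 4 without either Ezh2 KO library, and Ezh2 KO counts from 4 to 7 without the female Ezh2 KO.

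Class shares are those of KSL-sorted cells. In baseline Jarid2 KO against Control edgeR called 1 of 16 classes, the unnamed cluster U5, at 3.66 ± 0.300% against 0.817 ± 0.380% (log2 2.22, FDR 0.0227, both libraries higher). With the called genes left out of the clustering this was 2.20 (FDR 0.0561), and that setting, which kept 76.6% of Control cells in the same class, left 0 of the baseline calls. Without the male or the female Jarid2 KO library 0 classes were called in this contrast. In Ezh2 KO against Control edgeR called 0 classes (1 at an unadjusted p under 0.05; 0 by limma on logit shares), and 1 without any 1 of the 4 Control and Ezh2 KO libraries. B-like cells there stood at 16.4 ± 6.60% against 4.27 ± 3.01% (2.03, edgeR FDR 0.0884). Between the knockouts B-like (-2.35, FDR 0.0248), cluster U5 (2.01, FDR 0.0248) and lymphoid-like cells (-1.33, FDR 0.0260) were called by edgeR, and 0 without the male or the female Jarid2 KO library. With the called genes left out the edgeR FDR was 0.0639, 0.0639 and 0.243.

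In transplant Ezh2 KO against Control edgeR called 1 of 11 classes, lymphoid-like cells, at 13.8 ± 1.38% against 4.04% in the single Control (exact binomial 95% interval 3.48% to 4.67%; 1.78, FDR 0.0132). In Jarid2 KO it called 0 (3 at an unadjusted p under 0.05; 0 by limma on logit shares). Between the knockouts it called 6: myeloid-like (1.10, FDR 0.0113), lymphoid-like (-1.27, FDR 0.0113), cycling-like (-0.44, FDR 0.0364), dendritic-like cells (1.13, FDR 0.0364) and the unnamed clusters U3 (0.95, FDR 0.0113) and U1 (1.82, FDR 0.0364). Cluster U1 holds low-UMI cells. Without Ezh2 KO replicate 1 or 2 no class was called between the knockouts or in Ezh2 KO, while without Jarid2 KO replicate 1 or 2 the Ezh2 KO contrast gave 7 and the Jarid2 KO contrast 7 and 3. With the called genes left out, 83.5% of Control cells kept their class, the lymphoid-like class was not found, and the counts were 0, 2 and 7. An exact permutation test, with a smallest two-sided p of 0.333 for 2 libraries against 2, called 0 in any contrast.

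**Figure D2:**
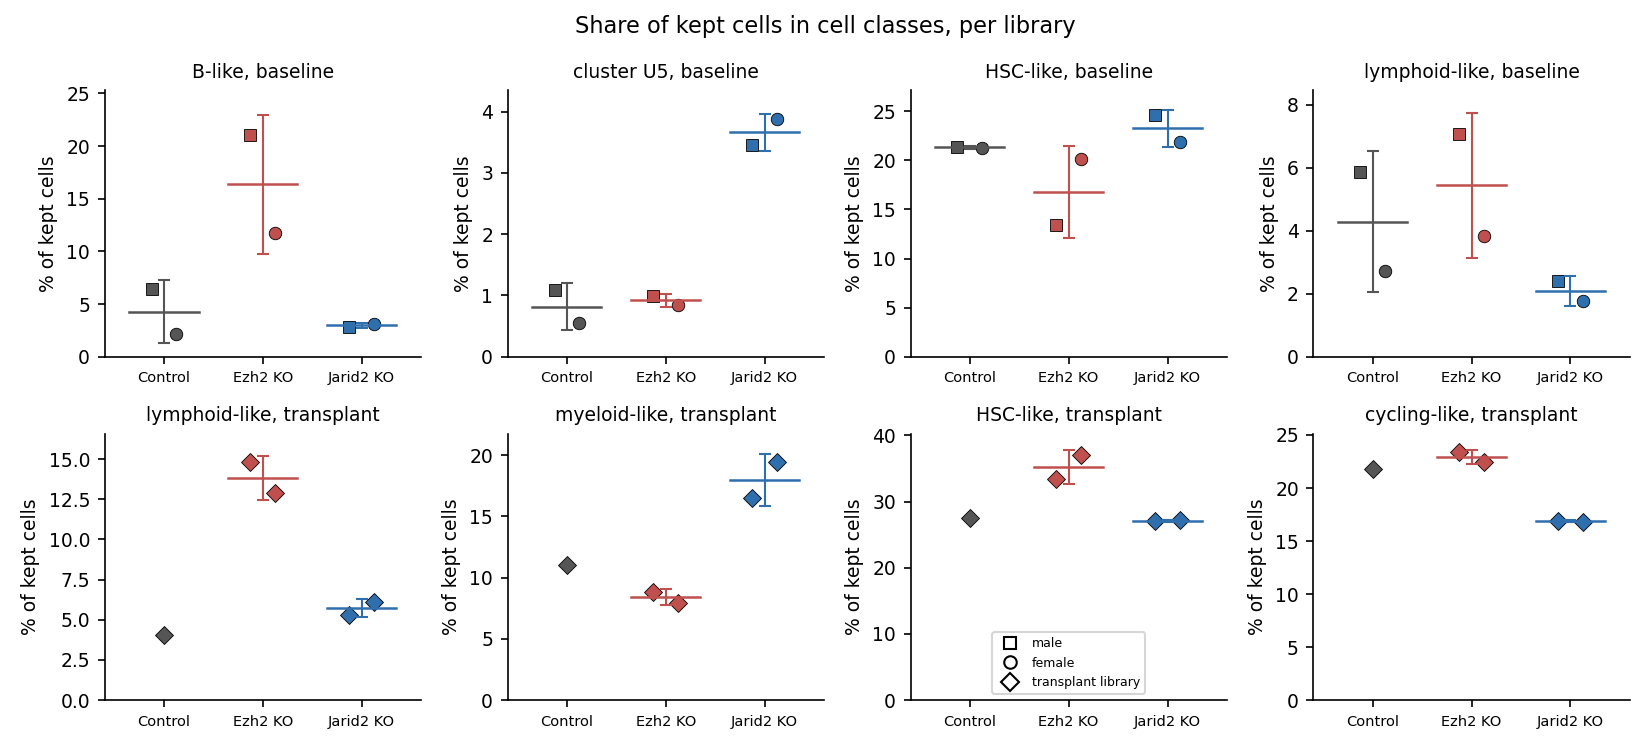
Percent of kept cells (vertical axes) in selected classes by genotype, one panel per class and experiment; points are libraries (squares male, circles female, diamonds transplant), lines are means and bars are SDs. Lymphoid-like cells in the transplant libraries average 13.8% in Ezh2 KO, 5.73% in Jarid2 KO and 4.04% in the single Control.

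Within classes, edgeR calls summed over the 8 baseline classes numbered 696 in Jarid2 KO against Control (391 distinct genes), 2070 in Ezh2 KO (1396) and 2571 between the knockouts (1667). B-like cells alone gave 4, 1091 and 1079 of these. By ratio, leaving out the sex term moved the Jarid2 KO sum and the sum between the knockouts most, to 13 and 764, and DESeq2 the Ezh2 KO sum, to 785 (794 without the sex term). In the 7 transplant classes the sums were 83 (53 distinct), 1298 (632) and 3295 (1607), and 30, 558 and 1094 among genes of at least 10 CPM. Of the genes called over all baseline cells, 2 of 5, 347 of 657 and 548 of 1114 were also called within a class, and 29 of 58, 476 of 778 and 1195 of 1930 after transplantation. The baseline Jarid2 KO sum was 1247 without the male Control, 3053 and 3490 without the male or female Ezh2 KO, and 317 without the female Jarid2 KO. The Ezh2 KO sum was 3327 without the female Ezh2 KO, and the sum between the knockouts was 4000 and 4882 without the male or female Control and 1475 without the female Jarid2 KO. After transplantation, leaving out Ezh2 KO replicate 1 gave 145, 818 and 1762, and the Jarid2 KO sum was 190 without Ezh2 KO replicate 2 and 380 without Jarid2 KO replicate 1. Ezh2 in Ezh2 KO was called lower by edgeR in 5 of the 8 baseline classes, from -1.06 (FDR 2.63e-06) in B-like cells to -0.32 (FDR 0.0384) in cluster U3. It changed by -0.09 (FDR 0.652) in baseline HSC-like cells, and by -2.47 to -1.84 in the 7 transplant classes (FDR 0.0175 or lower).

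With the antibody total as library size, edgeR called 2 of 6 antibodies in Jarid2 KO against Control, 3 in Ezh2 KO and 5 between the knockouts at baseline. CD48 took 52.8 ± 4.06% of antibody counts in Control, 62.8 ± 5.22% in Ezh2 KO and 43.9 ± 1.66% in Jarid2 KO. Its change was -0.26 (log2, FDR 0.0466), 0.25 (FDR 0.0466) and -0.51 (FDR 0.0205) in the 3 contrasts, edgeR. CD117 changed by 0.35 (FDR 0.0367), -0.45 (FDR 0.0205) and 0.80 (FDR 0.00883). CD150 (-0.47, FDR 0.0466) was called in Ezh2 KO, and CD150 (0.57, FDR 0.0449), CD201 (0.80, FDR 0.0449) and streptavidin-PE (0.47, FDR 0.0466) between the knockouts, while CD135 was called in no contrast. TMM factors and the cell number each gave 0, 0 and 1 calls, gene-expression UMIs 0, 0 and 0 (0, 0 and 1 at an unadjusted p under 0.05), and leaving out the sex term 0, 0 and 2. Per cell, CD48 was the 1 call, at 814 ± 86.7 counts in Jarid2 KO against 1491 ± 162 in Ezh2 KO (-0.87, edgeR FDR 0.0157), lower in both libraries. Without any 1 of the 4 Control and Ezh2 KO libraries edgeR called 0 antibodies in every contrast.

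**Figure D3:**
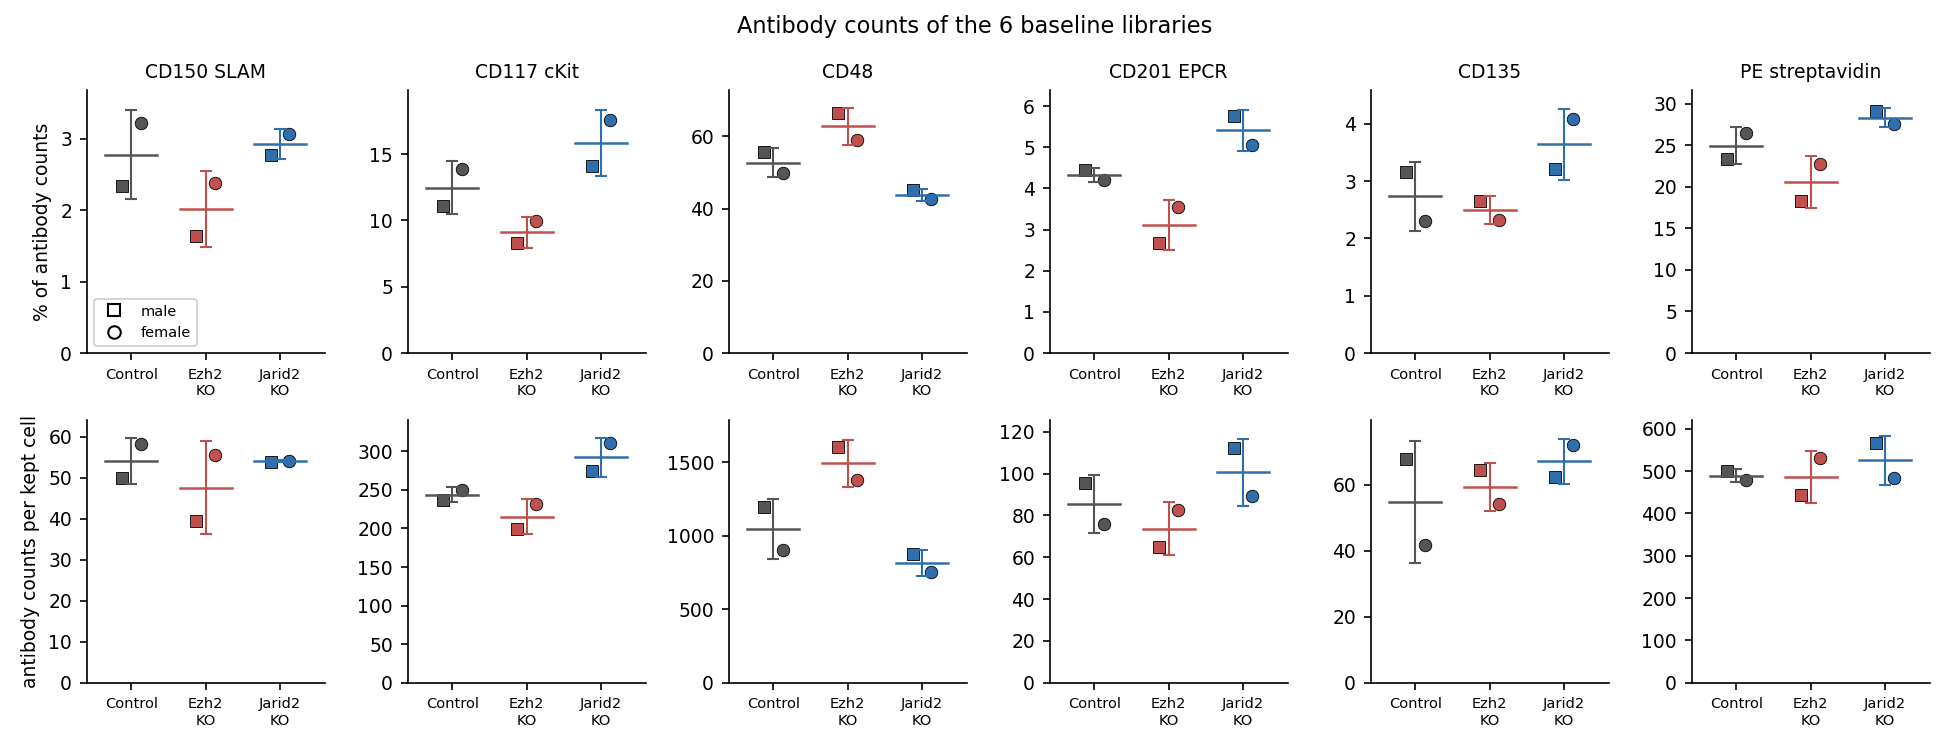
Antibody signal in the 6 baseline libraries by genotype, as percent of all antibody counts (top) and as counts per kept cell (bottom); points are libraries (squares male, circles female), lines are means and bars are SDs. CD48 averages 62.8% in Ezh2 KO and 43.9% in Jarid2 KO, and 1491 against 814 counts per cell.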

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

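All tests in this part except the test of Ezh2 KO cells lying side by side and the tests of both gene counts in male cells were chosen only after the result had been seen. No group held enough libraries to test for a library far from the others.

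The effect of a knockout differed between the experiments, by a test of the difference itself, for 68 genes in Ezh2 KO against Control and for 438 between the knockouts. Among the genes named in the report, the difference (transplant minus baseline, log2) in Ezh2 KO against Control was -1.855 for Ezh2, 1.83 for Mycn, 2.175 for Igf2r, 6.84 for Mab21l2 and 2.73 for Bex4. Between the knockouts it was 1.79 for Ezh2, -1.23 for Mycn, -3.12 for Stab2, 11.495 for Iglc1, -2.52 for Gdpd3, -5.01 for Mab21l2 and -4.49 for Bex4. For Lin28b it was -8.14, a fitted value that rests on 0 counts in the transplant Jarid2 KO libraries and is no bound. The Ezh2 KO libraries after transplantation held almost no cells with Xist UMIs, unlike the other transplant groups, so sex was tested as a cause. With male transplant cells only, 65 of the 68 and 434 of the 438 genes kept their direction at an unadjusted p under 0.05, which argues against sex, while 15 and 265 genes were called. Experiment, age, transplantation and counting software change together, and no biological explanation for these genes as a set was tested.

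Ezh2 fell less at baseline than after transplantation. A different mix of cell classes is argued against as the whole cause: inside the 3 classes named in both experiments the difference was -1.75 in HSC-like, -1.64 in cycling-like and -1.37 in lymphoid-like cells. Reads counted differently in the experiments could contribute, since Jarid2 in Control libraries stood 4.03 times higher at baseline, and no library was counted both ways, so this stays open. Cells with and without the change lying side by side at baseline were tested in cycling-like cells only. In cycling-like Ezh2 KO cells 12.8% held no Ezh2 UMI (13.9% male, 11.7% female). An even fall predicts 14.6% and 11.0%. The mixture tested, with 54.8% (male) and 58.9% (female) of cells like Control, predicts 22.3% and 18.7%. The observed shares lie nearer the even fall in both sexes, which argues against that mixture in cycling-like cells. Mixtures with other shares or with partly changed cells were not tested, so a mixture as such stays open. Other classes were not tested and stay open. A 3′ tag can still be read from a deleted allele, so the test cannot tell which alleles were deleted. Age and transplantation remain untested.

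Mycn rose more in Ezh2 KO after transplantation than at baseline. The single transplant Control library is argued against as the whole cause, because the difference between the knockouts, which does not use it, was -1.23. A mix of classes is argued against as the whole cause by 1.55 in HSC-like, 1.82 in cycling-like and 0.73 (SE 0.32) in lymphoid-like cells. The baseline rise inside these classes was 0.22, 0.38 and 1.18, against 0.20 over all cells, so a part of the difference from the mix stays open. Sex of the transplanted cells is argued against by a rise of 2.11 with male cells only. A difference that arises with transplantation or age is a hypothesis that these data may raise but cannot separate from the change in counting software.

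Antibody counts were present in transplant libraries, for which no antibody sample is listed: 225 in Control, 269 and 366 in the Ezh2 KO libraries, and 272 and 313 in the Jarid2 KO libraries. Antibody staining of these cells is argued against, since at most 3.99% of barcodes of any of them held an antibody count. Stray reads from antibody libraries are a possible explanation that stays open. Shares were taken over the 871 counts in kept transplant cells. For 5 of the 6 antibodies the exact binomial 95% interval of the share overlapped the baseline range. The share itself lay outside that range for CD150 (1.26% against 1.64% to 3.22%), CD48 (42.3% against 42.7% to 66.4%) and CD201 (6.66% against 2.68% to 5.76%). CD117 took 22.7% (exact binomial 95% interval 20.0% to 25.7%) against 8.26% to 17.6% at baseline, without overlap. No biological explanation was tested.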

How the results depend on the processing

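The settings with male cells only, a sex term for the baseline libraries in fits over both experiments, clustering without the called genes, and all those of the antibody comparison were chosen after the data had been seen. The cause of a change was not tested unless a fit is described as using fewer genes, cells or libraries. No alternative reversed the direction of a named gene or of a targeted gene's change in its own knockout.

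DESeq2 called 249 genes in baseline Jarid2 KO and 1370 in Ezh2 KO, 190 in transplant Jarid2 KO, 79, 1296 and 2273 over both experiments (Jarid2 KO, Ezh2 KO, between knockouts), and 55, 274 and 908 in the interaction. It called Ezh2 in baseline Ezh2 KO (-0.32) and Jarid2 in Jarid2 KO at baseline (0.46) and after transplantation (0.52), which edgeR did not over all cells. Within classes it gave 406, 785 and 967 calls at baseline, and 163 (Jarid2 KO) and 2187 (between knockouts) after transplantation.

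Testing fewer genes, those of at least 10 CPM, gave 2, 339 and 720 calls at baseline, 12, 163 and 438 after transplantation, 143 and 526 over both experiments (Ezh2 KO, between knockouts), and 35 and 151 in the interaction. Within classes it gave 1251 and 1565 at baseline (Ezh2 KO, between knockouts) and 30, 558 and 1094 after transplantation. No filter on low counts gave 58 and 1074 calls in baseline Jarid2 KO and Ezh2 KO, 201 in transplant Jarid2 KO and 9 in Jarid2 KO over both experiments.

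Without the sex term edgeR called 1, 25 and 81 genes at baseline, 13, 794 and 764 within classes, and 0 class shares between the knockouts. With a sex term for the baseline libraries edgeR called 1, 690 and 1507 genes over both experiments, 4, 142 and 886 in the interaction, and camera 3, 5 and 5 lists over both. The deviations of the baseline libraries from their group means followed sex across genes, with a correlation between groups of 0.259 to 0.754. A strict cell filter gave 30, 457 and 1285 calls after transplantation, with fewer cells. With only the 2 groups compared, transplant Jarid2 KO gave 125. With male cells only the transplant counts were 7, 311 and 1202, lists between the knockouts 4, and the transplant likeness 0.466. In Jarid2 KO over both experiments no cell filter gave 2 genes, thinning to the shallowest library 1, and doublets kept 1. The average of the experiments in a fit of 6 groups gave 48, 1131 and 2267.

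Lists called by fry numbered 0, 2 and 2 at baseline, 2 in transplant Jarid2 KO, and 0 (Jarid2 KO) and 2 (between knockouts) over both experiments. With an estimated correlation 0 lists were called in each of the 9 contrasts of the 3 fits, where camera called 2 to 7 and 0 or 1 passed an unadjusted p under 0.05.

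For class shares, baseline Ezh2 KO gave 1 call at the lower and 1 at the higher clustering resolution, and Jarid2 KO 0 with all cells clustered together. Clustering without the called genes gave 0 in baseline Jarid2 KO and 0 between the knockouts, and the exact permutation test 0 in both; with 2 libraries against 2 it cannot pass. In transplant Ezh2 KO the counts were 2 and 4 at the lower and higher resolution, 5 with all cells together (13 between the knockouts), 2 without the called genes, 5 with cells thinned to 3000 UMIs (6 in Jarid2 KO), 6 without a cell filter and 2 with a strict one. The exact permutation test gave 0 there and 0 between the knockouts. The transplant Ezh2 KO change of the share labelled cluster U3 went from -0.65 to 0.24 without the called genes. That clustering had no lymphoid-like class, and its U3 held 13.2% of Control cells against 8.64%. The values therefore do not describe the same set of cells. The transplant Ezh2 KO share of cluster U1 reversed from -2.36 to 0.0627 with the strict cell filter. With all cells clustered together, calls within classes were 852 and 1618 at baseline (Ezh2 KO, between knockouts) and 806 in transplant Ezh2 KO, and with the same number of cells per class baseline Ezh2 KO gave 1344.

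The likeness of the Ezh2 KO effects across experiments was 0.546 over genes of at least 1 CPM and 0.118 at 50 CPM. At 50 CPM it was -0.0647 for baseline Jarid2 KO against transplant Ezh2 KO, -0.0454 for transplant Jarid2 KO against baseline Ezh2 KO and 0.122 for Jarid2 KO across experiments. With male libraries for Jarid2 KO and the other sex for Ezh2 KO the baseline likeness was -0.128.

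Antibody calls (Jarid2 KO, Ezh2 KO, between knockouts) were 0, 0 and 1 with TMM factors, 0, 0 and 1 with the cell number, 0, 0 and 0 with gene-expression UMIs, and 0, 0 and 2 without the sex term. With TMM factors the streptavidin-PE tag reversed between the knockouts, from 0.47 to -0.0347.

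With the replicate number as a block (replicate block), which the labels allow in the transplant contrast between the knockouts, edgeR called 1453 genes, 7 lists and 5 class shares. Paired libraries shared little: the correlation of their deviations across genes, which are not independent replicates, was 0.0183.

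Leaving out 1 library at a time gave these lowest and highest values, in the order Jarid2 KO, Ezh2 KO, between knockouts. Genes numbered 2 to 76, 103 to 653 and 101 to 1513 at baseline, 55 to 113, 513 to 1023 and 1117 to 1982 after transplantation, 0 to 2, 87 to 567 and 523 to 1250 over both experiments, and 0 to 2, 12 to 92 and 126 to 488 in the interaction. Within classes they numbered 317 to 3490, 1630 to 3327 and 1475 to 4882 at baseline, and 77 to 380, 818 to 1831 and 1762 to 3472 after transplantation. Lists numbered 3 to 4, 4 to 7 and 5 to 6 at baseline, 6 to 7, 4 to 4 and 6 to 7 after transplantation, and 1 to 4, 4 to 7 and 4 to 7 over both. Class shares numbered 0 to 1, 0 to 1 and 0 to 3 at baseline, and 0 to 7, 0 to 7 and 0 to 9 after transplantation. Antibodies numbered 0 to 3, 0 to 4 and 0 to 5.

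Without 1 library at a time the Ezh2 change in Ezh2 KO lay between -0.40 and -0.26 at baseline and between -2.29 and -2.09 after transplantation, and the Jarid2 change in Jarid2 KO between 0.43 and 0.50 and between 0.45 and 0.60. Ezh2 in baseline Jarid2 KO, not called, changed sign, from -0.12 (without the female Jarid2 KO) to 0.0688 (without the male). So did the erythroid list between the baseline knockouts, from -0.0340 (without the female Ezh2 KO) to 0.90 (without the male). Likeness ranged from -0.0510 to 0.397 at baseline and 0.141 to 0.3735 after transplantation, from -0.0855 to 0.243 for baseline Jarid2 KO against transplant Ezh2 KO, 0.0784 to 0.333 for the reverse, 0.0482 to 0.369 for Jarid2 KO and 0.309 to 0.503 for Ezh2 KO across experiments. Leaving out the transplant Control leaves its contrasts without a value.

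Of single results under other settings than leaving out a library, 613 of 684 for named genes kept their side of the threshold and 71 lost it, all in the same direction. For lists 173 of 257 kept it, 76 lost it and 8 gained it, and for antibodies 4 of 40 kept it, 35 lost it and 1 reversed. Depth limits genes with few counts, such as Lin28b and Stab2 after transplantation, where the Control held 2 and 1 counts.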

Other observations

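The tests of the antibody that takes most of the counts and of changes hidden by the mix of classes were set out before their results were seen. All other tests in this part were chosen only after the result had been seen.

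Over both experiments the real split of the Control and Jarid2 KO libraries gave 0 genes, which any of the 35 splits reaches, so that comparison says nothing about chance. With a sex term for the baseline libraries the real split gave 1 gene, and 5 of 35 splits gave as many, so chance cannot be excluded. The largest other of these, with 503 genes, put 0 transplant libraries in one group. The same layout gave 0 genes with the sex term for Ezh2 KO against Control and 0 between the knockouts. In the split with 503 genes the experiment term rests on the Ezh2 KO libraries alone. That split therefore sets their difference between experiments against that of the Control and Jarid2 KO libraries together. In the other contrasts this layout rests on other libraries, so their 0 genes do not bear on the 503. For gene lists in Jarid2 KO against Control 29 of 35 splits gave as many. For Ezh2 KO against Control 1 of 35 splits, the real one, gave as many genes (501, against at most 1 in any other), and so did 1 of 35 between the knockouts (1318, against at most 1). With the sex term it was again 1 of 35 for each (690 and 1507, against at most 2 and 3 in any other). Libraries of the experiments also differ in age, transplantation and counting software, so splits across experiments cannot decide about chance. Of the 18 splits that keep the number of transplant libraries in each group, the real one alone gave as many genes for each contrast, but 1 of 18 is the lowest share these can give and not under 0.05, so chance cannot be excluded within experiments. For gene lists 6 of 35 and 11 of 35 splits gave as many, counted after adjustment within each contrast, so chance cannot be excluded for the list counts.

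The transplant Jarid2 KO libraries held cells with Xist UMIs beside cells with Y-linked UMIs only (27.4% and 32.2% of cells), as did the Control library (18.4%). Competitor cells without the knockout are a candidate source of the first kind. In those cells the 58 genes called in Jarid2 KO had a median change of 1.22 (log2 CPM + 1, signed by their change over all cells), against 1.15 in male cells, and 58 of 58 kept their direction in both. These genes were chosen over the same cells against the same single Control library, so this decides nothing, and competitor cells and donors of both sexes, which the labels do not state, cannot be told apart. Kept cells with both Xist and Y-linked UMIs numbered 432 of 4354 in Control and 639 of 5069 and 495 of 5032 in Jarid2 KO. In the transplant Ezh2 KO libraries they numbered 12 and 10. The source of such cells was not tested.

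CD48 took over 40% of antibody counts in every baseline library, and its share differed between groups. When it was left out, the lowest adjusted p of the other antibodies was 0.794 by edgeR, so the calls of the others are consistent with a fall or rise in CD48 shifting their shares.

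At baseline 391 genes were called within classes in Jarid2 KO against 5 over all cells. If the mix of classes hid these changes, most would be absent over all cells, but 322 of the 391 (82.4%) changed the same way over all cells at an unadjusted p under 0.05. This argues against hidden changes as the main cause.

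Cluster U5, more frequent in baseline Jarid2 KO, had Stab2, Inpp4b, Gata3 and Il1rl1 among its top markers. Of these, Stab2 and Inpp4b were also called in Jarid2 KO. With the called genes left out of the clustering, the share was 3.41% and 3.83% in the Jarid2 KO libraries. In the Control libraries it was 1.09% and 0.548%. The change was 2.20 (log2), with an adjusted p of 0.0561 by edgeR. This argues against the called genes alone defining the difference, although genes that were not called stayed in the clustering. Whether a change in cell numbers raised Stab2 and Inpp4b stays open.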
